A study of Drosophila melanogaster with 9 samples. Its data were reported in "M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity" (2021).

How the data were processed

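Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts and tags open DNA, in Kc167 cells, a line from Drosophila melanogaster embryos. There were 9 libraries in 3 groups of 3 replicates, grouped by GEO's sample titles. Mock cells were transfected without RNA, M1BP knockdown cells received 20 micrograms of double-stranded RNA, and Cp190 knockdown cells received 12 micrograms. Cells were harvested after 5 days.

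Per the methods of the study, the authors trimmed reads with cutadapt 1.8.1 and mapped pairs with Bowtie2 2.3.5 to the dm6 assembly of FlyBase release 6.24. They removed mitochondrial reads with samtools 1.9 and duplicates with picard 2.20.2, and kept properly paired unique alignments. Peaks were called with MACS2 2.2.5 on paired fragments at a q-value of 0.0001, without a control library. Each library was called by itself, so replicates could be compared. Whether cut positions were shifted for the footprint of Tn5 was not stated. Since whole fragments were piled up, a shift of a few bases would move peak edges by as little.

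Each deposited list gives the start, end and summit offset of every peak in bases. The deposited −log10 p and −log10 q columns give the significance of the summit against the local background of that library. The lowest −log10 q per library lay between 4.00 and 4.23, next to the threshold of 4. The ratio column is the fold enrichment of the summit over that background, as computed by the authors' peak caller. The score column is the whole part of −log10 q on an expanded scale, and the authors' peak caller wrote it. For most results these values served to rank and filter peaks within a list, as a percentile among the peaks of that list. Between libraries, the median fold enrichment was given as a description, and the background coverage derived from fold enrichment and −log10 p was compared. A higher percentile means a stronger peak within its own list. The same peak has a lower percentile in a list that lacks weak peaks.

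All analyses were run in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Interval overlaps were computed by code of this work with a minimum overlap of 1 bp. The genome sequence was the dm6 assembly of RefSeq, and the annotation was that of Ensembl release 115 for the same assembly, so gene models may differ from the release used by the authors. Every peak ended inside the length of its chromosome. Annotation was used for 7 chromosomes, and 351 of the 153300 peaks lay on unplaced sequences and received no annotation. The differential test of the study needs reads, which were not used here. Changes were therefore scored as presence or absence of a peak, not as a graded change in signal. ChIP-seq, nascent RNA and domain border data were not used here.

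For each comparison of a knockdown with mock, overlapping peaks of the 6 libraries were merged into regions. A region was lost when all 3 mock libraries and none of the 3 knockdown libraries had a peak in it, gained in the opposite case, and retained when all 6 had one. Similarity of peak sets was the Jaccard index, the shared bases as a percentage of the bases covered by either library. A promoter window reached 100 bp to each side of each of 23697 distinct transcript starts. A Motif 1 promoter held an exact match to YGGTCACACTR on either strand in that window. The rank of Motif 1 promoter peaks was the median percentile of −log10 q of peaks at Motif 1 promoters minus that of peaks at other promoters, in percentile points. For odds ratios and for the classes of regions by feature, the promoter was the start plus 1500 bp upstream, the definition by which the study annotated its peaks. Windows of 1000 bp to each side, chosen afterwards, were run as an alternative for the odds ratios.

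Group means were compared by two-sided exact permutation tests over the 20 label assignments. With 3 libraries against 3 the smallest p this test allows is 0.1, so none of these comparisons could reach 0.05. Odds ratios were Mantel-Haenszel estimates with 95% intervals and the Cochran-Mantel-Haenszel chi-square test, in 10 strata of mean percentile in mock, because weak peaks are lost more readily. Regions are not replicates, and these intervals cover counting error only. Counts of lost and gained regions were set against the 9 other splits of the same 6 libraries. Regions lost in both knockdowns were compared with 1000 simulations of unchanged knockdowns against the same mock libraries. Each test and alternative was fixed before the data were examined, except for those said to be chosen afterwards.

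Background coverage was recovered from the lists as a stand-in for depth. The fold enrichment and −log10 p of a summit together fix the number of fragments over it, which came out whole for 100% of the 153300 peaks. The lowest local background of a library gave its background coverage, in fragments per base. Thinning, chosen after the lists were seen, drew fragments from each summit at random so that every library had the lowest background coverage of the 9, which was 29.5, and kept summits with a −log10 p of at least 5.55. The mean of 20 draws was used for the number of peaks and a single draw for other results. Thinning removes peaks and leaves the edges of those that stay.

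The alternatives were −log10 q of at least 10 or 20, the same number of peaks from each library (13464, the shortest list), chromosome arms alone, peaks up to 200 bp apart merged, presence at 50% coverage of a region, windows of 250 bp around summits, and other promoter windows. The longer consensus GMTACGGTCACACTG with up to 3 mismatches, the DRE word TATCGATA and Motif 1 reversed without complement replaced Motif 1. The reversed word RTCACACTGGY shares most of its bases with Motif 1 and was a poor control. Further alternatives were no strata, a replicate block, and each replicate left out in turn.

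The words enriched near summits were sought among all words of 8 bases in windows of 100 bp to each side of the strongest summit, in the same strata. Words expected in at least 5 regions of the class were tested by an exact Poisson test of their count, with a Bonferroni correction. GC content was taken in the same windows.

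The genes named were fixed beforehand: M1BP, Cp190, su(Hw), mod(mdg4), RpLP1, RpL30, CG18135, yrt, Kul, nkd and Dop1R2. For each knockdown, the 3 lost and 3 gained regions of highest mean percentile were named too. Positions are 1-based on dm6.

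The scripts were tested on simulated data. Whole fragments were recovered for 100% of 20000 simulated peaks. For unchanged sites at about the coverage of the M1BP knockdown and mock libraries, the shallower library had 6.69% fewer peaks, and 0.418% after thinning. A true odds ratio of 3 gave a median of 2.79, and 48 of 50 intervals held it. With a true odds ratio of 1 the median was 0.999, and 49 of 50 intervals held it. With no region lost among 14000 and the same detection in both groups, at most 20 were called lost. That simulation had no difference in coverage, so it does not gauge losses that lower coverage would give. A planted word came first in 20 of 20 runs, and with none planted no word passed the threshold.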

Results

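Open chromatin was mapped by ATAC-seq in Kc167 cells, a line from Drosophila melanogaster embryos, after depletion of either of a pair of proteins. M1BP is a transcription factor that binds the promoter element Motif 1, and Cp190 is a protein shared by chromatin insulator complexes. The comparisons address whether either protein is needed to keep chromatin open. There were 3 mock libraries, 3 M1BP knockdown libraries and 3 Cp190 knockdown libraries, each with its own peak list, and the 9 lists held 153300 peaks. Background coverage recovered from the lists was 40.6 ± 1.03 fragments per base in mock (SD, n = 3), 32.3 ± 2.86 in the M1BP knockdown (n = 3) and 43.3 ± 3.78 in the Cp190 knockdown (n = 3). It ranged from 29.5 to 46.4 over the 9 libraries. M1BP knockdown libraries thus had the lowest background coverage, with a ceiling of 35.2 against a floor of 39.7 in mock. The median number of fragments over a summit was 159 ± 7.81 in the M1BP knockdown (n = 3) and 159 ± 3.55 in mock (n = 3). These medians are over different sets of peaks. The lists give no read totals, so depth itself was not measured. Median fold enrichment, taken from the authors' lists, was 2.63 ± 0.0171 in mock (n = 3), 3.46 ± 0.369 in the M1BP knockdown (n = 3) and 2.62 ± 0.130 in the Cp190 knockdown (n = 3).

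The targeted genes were inspected first. The M1BP gene lies on chromosome 3R at 8729790 to 8731698, on the minus strand (dm6). In each mock library and each Cp190 knockdown library a single peak overlapped the gene, covering 1337 ± 9.24 bp of it in mock (n = 3) and 1336 ± 3.46 bp in the Cp190 knockdown (n = 3). Each M1BP knockdown library had 2 shorter peaks there, which covered 609 ± 185 bp (n = 3). The percentile of the M1BP promoter peak was 84.0 ± 5.88 in mock and 64.5 ± 3.01 in the M1BP knockdown, a difference larger than the spread between replicates. The Cp190 gene, on 3R at 15270432 to 15275241 on the minus strand, had 1 peak in all 9 libraries. Its covered length in Cp190 knockdown libraries, 772 ± 89.0 bp, differed from 761 ± 82.9 bp in mock by less than the spread. The percentile of its promoter peak rose from 83.5 ± 0.276 in mock (83.2 to 83.7, n = 3) to 86.4 ± 0.913 in the Cp190 knockdown (85.6 to 87.4, n = 3), which was not tested. In the M1BP knockdown that percentile was lower than in mock, 74.2 ± 6.32 (67.2 to 79.5, n = 3). The covered length of the Cp190 gene there was 654 ± 20.5 bp (n = 3). These values were not tested either. M1BP knockdown lists were shorter, with 14635 ± 1014 peaks against 18237 ± 937 in mock. Fewer weak peaks in a list lower the percentile of an unchanged peak, so part of these falls may reflect that. RNA interference acts on the transcript, so accessibility of a gene does not measure depletion of its product.

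Mock libraries had 18237 ± 937 peaks (SD, n = 3), and M1BP knockdown libraries had 14635 ± 1014 (n = 3). The number of peaks fell by 3602 (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). The highest M1BP knockdown library, with 15232 peaks, lay below the lowest mock library, with 17178. The stricter threshold of −log10 q of at least 20 moved this difference most, to −324 peaks (exact permutation p = 0.3). With all libraries thinned to the same background coverage, an alternative chosen after the lists were seen, the mean number was 17396 ± 804 in mock (n = 3) and 14499 ± 903 in the M1BP knockdown (n = 3). The length covered by peaks was 8.79 ± 0.224 Mb in mock (n = 3) and 6.69 ± 0.415 Mb in the M1BP knockdown (n = 3), a decrease in which all 3 knockdown libraries lay below all mock libraries (exact permutation p = 0.1). Median peak width was 377 ± 10.5 bp in mock (n = 3) and 362 ± 5.13 bp in the M1BP knockdown (n = 3, exact permutation p = 0.2). This difference of −15 bp grew to −72.2 bp with the same number of peaks from each library and to −58.3 bp at −log10 q of at least 20 (exact permutation p = 0.1 for each). Without mock replicate 2 it shrank to −9.67 bp (exact permutation p = 0.3).

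Cp190 knockdown libraries had 18228 ± 345 peaks (n = 3), a mean difference from mock of −9 that is far smaller than the spread between replicates (exact permutation p = 1). Its sign was not fixed, and at −log10 q of at least 20 the difference was 343. Peaks covered 9.08 ± 0.405 Mb (n = 3, exact permutation p = 0.3), and the median width was 389 ± 13.6 bp (n = 3, exact permutation p = 0.5). Both differences from mock hung on single libraries: with 1 replicate left out, the covered length differed by 0.146 to 0.516 Mb around 0.283, and the width by 4.17 to 17.7 bp around 11.3. The 2 knockdowns differed from each other by −3593 peaks, M1BP knockdown minus Cp190 knockdown (exact permutation p = 0.1). After merging of the 3 replicates, the peak sets held 21389 regions in mock, 17664 in the M1BP knockdown and 21137 in the Cp190 knockdown.

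**Figure D1:**
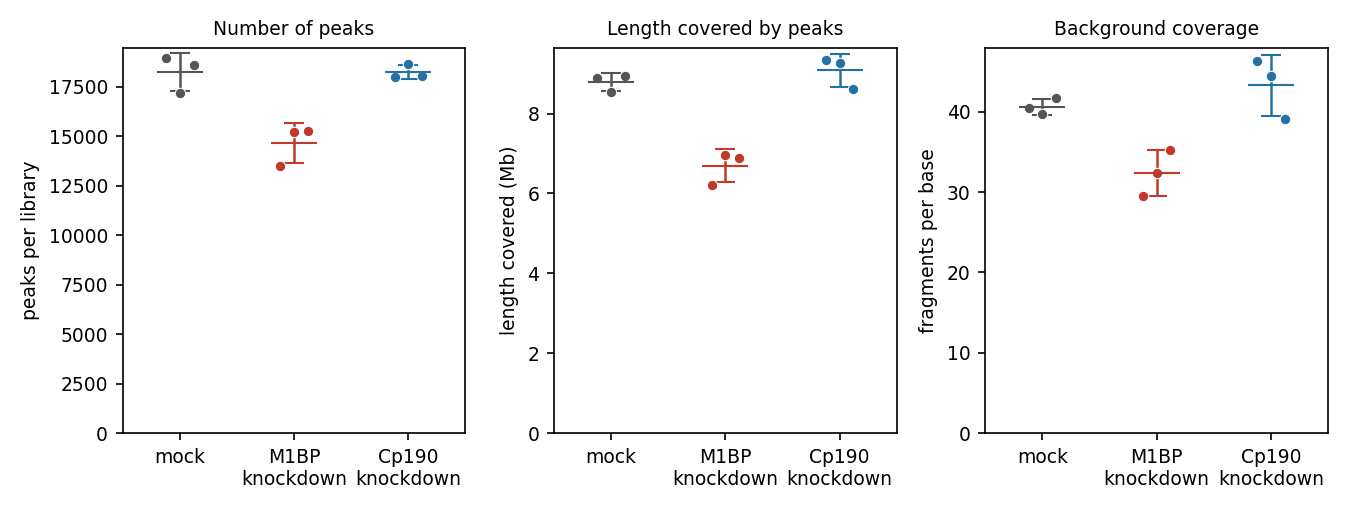
Number of peaks, length covered by peaks in Mb, and background coverage in fragments per base for each of the 9 libraries (points), with the group mean and SD (bars, n = 3). M1BP knockdown libraries, with at most 15232 peaks, sit below all mock and Cp190 knockdown libraries in all 3 panels.

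Peak sets were then compared base by base. Pairs of mock libraries shared 74.8% of their covered bases on average, pairs of M1BP knockdown libraries 72.3%, and pairs of Cp190 knockdown libraries 75.6%. Pairs of a mock and an M1BP knockdown library shared 53.2%, with a range of 49.6 to 57.0% over 9 pairs. Similarity within groups exceeded that between groups by 20.4 percentage points (exact permutation over 10 splits, p = 0.1). Pairs of a mock and a Cp190 knockdown library shared 71.5%, and the corresponding excess was 3.75 percentage points (exact permutation, p = 0.1). In both comparisons the study's own split gave the largest excess of the 10. Across the alternatives the excess for M1BP ranged from 19.5 to 22.7 percentage points.

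Merging the peaks of the mock and M1BP knockdown libraries gave 23787 regions. Of these, 2170 were lost, 814 were gained and 9774 were retained, and the remaining 11029 were present in some libraries of a group. The 9 other splits of the same 6 libraries gave 10 to 109 regions in either direction. Lost regions made up 15.3% of the 14216 regions present in all mock libraries. The excess of lost over gained regions depended on the threshold: it was 2.67 lost per gained region as deposited, 1.91 at −log10 q of at least 10 (1566 lost, 821 gained) and 1.01 at 20 (846 lost, 838 gained). When each library contributed its strongest 13464 peaks, which takes away the difference in the length of the lists, 919 were lost and 1047 gained. Lost regions were weak in mock, with a median percentile of 25.9 against 71.5 for retained regions.

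For the Cp190 knockdown, 603 of 23700 regions were lost, 286 were gained and 12698 were retained. The other 9 splits gave 25 to 127 regions. Lost regions were 4.21% of the 14331 regions present in all mock libraries. Leaving out a replicate raised the number of gained regions to between 386 and 552, since fewer libraries had to meet the definition.

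Regions merged over all 9 libraries allowed the comparisons to be joined. Of 14095 regions present in all mock libraries, 2110 were lost in the M1BP knockdown, 598 in the Cp190 knockdown and 114 in both. Since the mock libraries are shared, unchanged knockdowns were simulated against them, which gave a mean of 1.49 regions lost in both and a maximum of 6. If losses in the knockdowns were independent at a given strength, 131 regions would be lost in both, and 1000 shuffles within strength bins gave 105 to 156. The observed overlap lay within that range. It changed to 39 regions at −log10 q of at least 20, and to 246 when mock replicate 2 was left out.

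**Figure D2:**
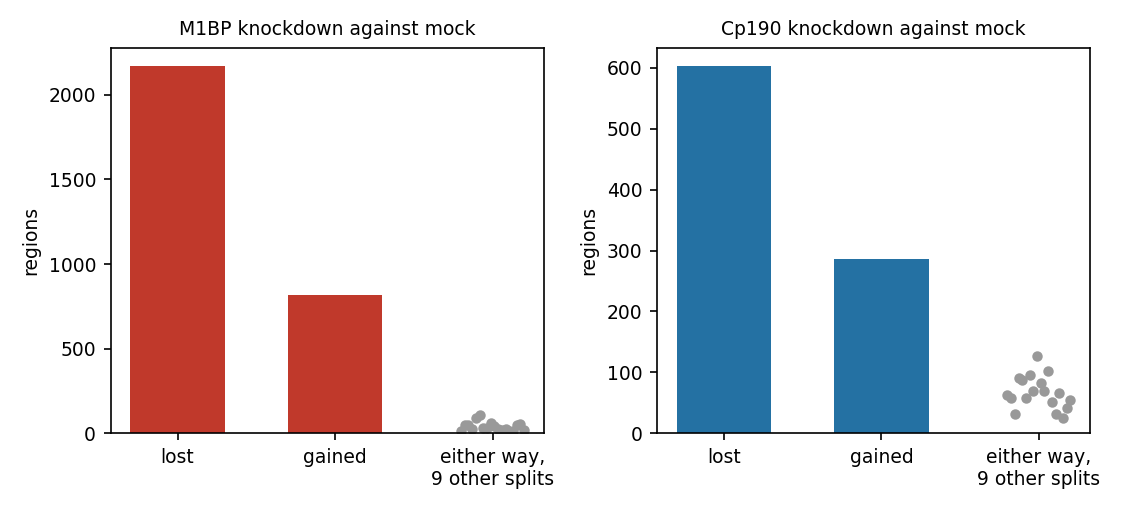
Regions lost and gained (bars) in the M1BP knockdown and the Cp190 knockdown against mock, and the number of regions found in either direction under the 9 other splits of the same 6 libraries (grey points). The 2170 lost and 814 gained regions of the M1BP knockdown exceed the 109 of the largest other split, and the 603 and 286 of the Cp190 knockdown exceed 127.

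Lost and gained regions with the highest percentiles illustrate the classes. The strongest region lost in the M1BP knockdown lay on X at 21067508 to 21067727, inside the gene bves and 86 bp from a transcript start of CG32512, with a mock percentile of 92.2 ± 2.59 (n = 3). The next, on 2R at 6494324 to 6494544, was intergenic and 7311 bp from the start of lncRNA:CR46075 (91.1 ± 1.96, n = 3). The third, on 2R at 20319078 to 20319267, lay 28 bp from the start of tapas (89.3 ± 1.21, n = 3). All 3 regions had a peak in each Cp190 knockdown library, and none held an exact match to Motif 1. The study listed the tapas promoter as bound by M1BP and CP190, with both reduced after M1BP knockdown. The strongest gained regions were on X at 15314335 to 15314641 in an intron of gce (89.7 ± 1.03, n = 3), on 3L at 12287682 to 12288318 within 1500 bp upstream of a transcript start and 1336 bp from the start of lncRNA:CR46241 (88.4 ± 0.746, n = 3), and on 3L at 1151311 to 1151761 in an intron of bab2 (88.3 ± 0.819, n = 3). None of these 3 had a peak in a Cp190 knockdown library.

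The strongest regions lost in the Cp190 knockdown were all intergenic. They lay on 2L at 1006464 to 1006813, on 3R at 10675210 to 10675456, and on 3L at 19140392 to 19140706. Their mock percentiles were 98.0 ± 0.187, 98.0 ± 0.631 and 97.6 ± 0.462 (n = 3 each), and the nearest transcript starts were those of asRNA:CR46486 (13000 bp away), CG6465 (1914 bp) and CG14082 (1526 bp). All 3 were present in each M1BP knockdown library. Gained regions were weaker. The strongest lay on X at 3427454 to 3427644, 22 bp from the start of tRNA:Gln-TTG-2-1 (80.2 ± 1.52, n = 3), on X at 10742583 to 10742790 in an intron of stx (77.1 ± 0.971, n = 3), and on 2R at 5363075 to 5363255, 59 bp from the start of CG10417 (70.2 ± 2.2, n = 3).

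Lost regions of the 2 knockdowns differed in where their summits lay. Among regions lost in the M1BP knockdown, 48.8% lay in exons outside promoters and 29.9% in promoters, against 18.7% and 55.0% of retained regions. Of gained regions, 41.2% lay in introns. Among regions lost in the Cp190 knockdown, 31.5% lay in introns, 24.7% between genes and 27.2% in promoters, while 50.1% of retained regions lay in promoters. Across whole lists, exons held 30.04% ± 0.403 of peaks in mock (n = 3), 19.1% ± 2.40 in the M1BP knockdown (n = 3) and 30.9% ± 1.29 in the Cp190 knockdown (n = 3). These shares were not held at equal strength.

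**Figure D3:**
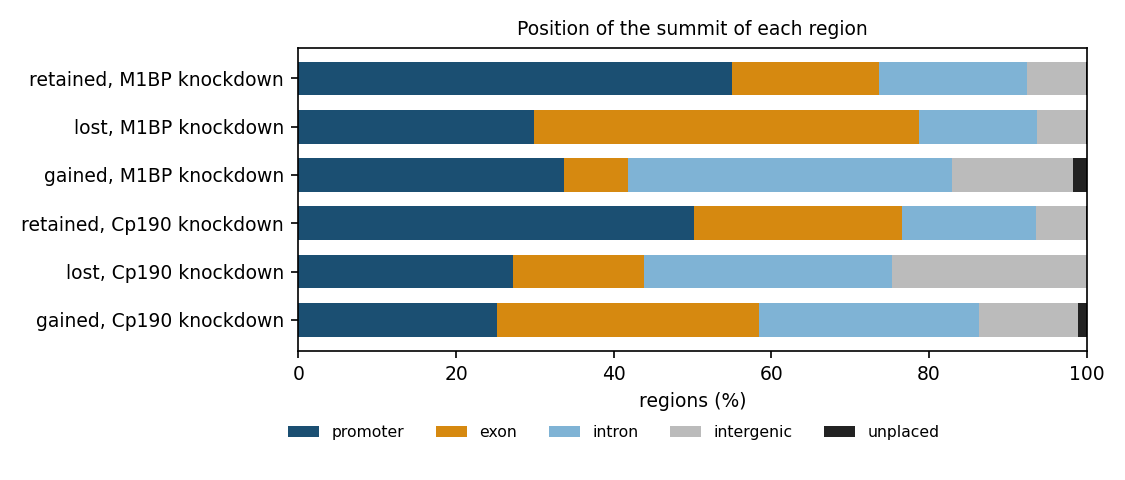
Share of regions (%) whose summit lay in a promoter, exon, intron, intergenic stretch or unplaced sequence, for retained, lost and gained regions of each knockdown against mock. Exons take 48.8% of regions lost in the M1BP knockdown, and introns and intergenic stretches take 31.5% and 24.7% of those lost in the Cp190 knockdown.

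At equal strength, a region that overlapped a promoter had an odds ratio of 0.945 of being lost in the M1BP knockdown (95% interval 0.829 to 1.08, Cochran-Mantel-Haenszel chi-square test, p = 0.395), from 800 of 2170 lost and 6582 of 9774 retained regions. This value was not separable from 1, and its side of 1 depended on the setting. It was 0.657 for windows of 100 bp around starts (95% interval 0.565 to 0.765), 1.03 for windows of 1000 bp, chosen after the data were seen (0.902 to 1.17), and 1.19 when peaks had to cover 50% of a region (1.05 to 1.35). Leaving out M1BP knockdown replicate 1 gave 1.10. In the Cp190 knockdown the odds ratio was 0.417 (95% interval 0.348 to 0.499, chi-square test, p = 3.75e-25), from 186 of 603 lost and 7790 of 12698 retained regions, and it stayed under 1 in all alternatives run. Region width was not held in these odds ratios, and a wider region overlaps a promoter more readily. Median width was 389 bp in lost and 643 bp in retained regions for the M1BP knockdown. For the Cp190 knockdown it was 308 and 602 bp.

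Promoters fixed from the annotation were examined next. A peak lay at 39.8% ± 0.229 of the 23697 starts in mock (n = 3), at 37.9% ± 0.625 in the M1BP knockdown (n = 3) and at 39.96% ± 0.25 in the Cp190 knockdown (n = 3). The difference for M1BP was −1.91 percentage points (exact permutation p = 0.1). It was −3.24 for the start plus 1500 bp upstream, and −0.703 with the same number of peaks from each library (exact permutation p = 0.2). For Cp190 it was 0.193 (exact permutation p = 0.6), within the spread between replicates. It was 0.311 with the same number of peaks from each library and 0.993 at −log10 q of at least 20, with an exact permutation p of 0.1, the smallest possible, for each. With 1500 bp upstream it was −0.399.

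Because M1BP binds Motif 1, promoters with this element were set against the others. A peak lay at 88.2% ± 0.778 of the 647 Motif 1 promoters in mock (n = 3) and at 75.1% ± 1.21 in the M1BP knockdown (n = 3). At the 23050 other promoters these shares were 38.4% ± 0.254 and 36.8% ± 0.609 (n = 3 each). The advantage of Motif 1 promoters therefore fell by 11.4 percentage points (exact permutation p = 0.1, the smallest possible). At −log10 q of at least 20 the change was −18.0 percentage points. With DRE, another promoter element, in place of Motif 1, it was −1.22. With Motif 1 reversed without complement, which shares most of its bases with Motif 1, it was −8.72. In the Cp190 knockdown 88.3% ± 1.09 of Motif 1 promoters had a peak (n = 3), and the change relative to other promoters was −0.0392 (exact permutation p = 1). Its sign varied with the setting.

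The strength of the peaks that stayed was compared within each list. In mock, peaks at Motif 1 promoters stood 4.81 ± 0.572 percentile points above peaks at other promoters (n = 3). In the M1BP knockdown the value was −3.65 ± 1.19 (n = 3), so that Motif 1 promoter peaks were the weaker ones. The change was −8.46 percentile points (exact permutation p = 0.1), and every M1BP knockdown library lay below every mock library. For DRE the change was −0.942 (exact permutation p = 0.4), and for the reversed word −7.27 (exact permutation p = 0.1). In the Cp190 knockdown the value was 4.89 ± 0.30 (n = 3), a change of 0.0765 that is smaller than the spread between replicates (exact permutation p = 0.9).

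**Figure D4:**
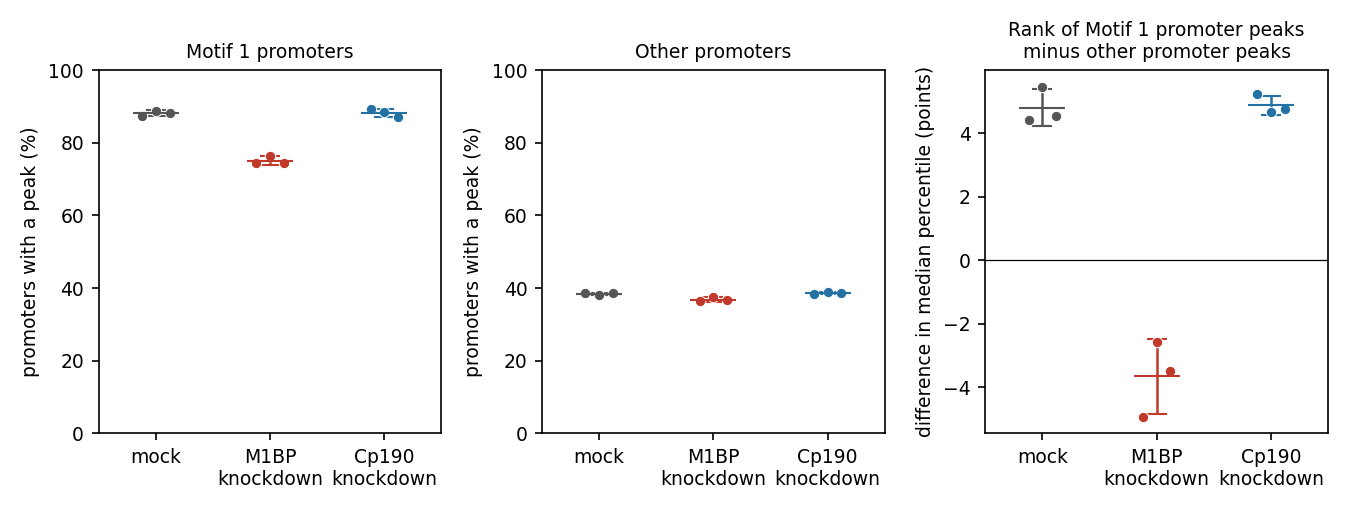
Percentage of Motif 1 promoters and of other promoters with a peak, and the median rank of Motif 1 promoter peaks minus that of other promoter peaks in percentile points, for each library (points) with the group mean and SD (bars, n = 3). Motif 1 promoters with a peak drop from 88.2% in mock to 75.1% in the M1BP knockdown, and the rank difference turns from 4.81 to −3.65.

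Motif 1 was also counted in lost regions. It occurred in 44 of 2170 regions lost in the M1BP knockdown (2.03%) and in 432 of 9774 retained regions (4.42%). At equal strength in mock the odds ratio was 3.42 (95% interval 2.31 to 5.05, Cochran-Mantel-Haenszel chi-square test, p = 3.65e-11). Without strata the order was the opposite, with an odds ratio of 0.448 by Fisher's exact test, since lost regions were weak and Motif 1 regions strong. With DRE as the motif it was 0.349, and with the reversed word 3.88 (95% interval 1.85 to 8.15, chi-square test, p = 0.000148), so the reversed word did not set Motif 1 apart. In the Cp190 knockdown 1 of 603 lost regions and 508 of 12698 retained regions held Motif 1, an odds ratio of 0.0645 (95% interval 0.00910 to 0.458, chi-square test, p = 0.00022). That single region, looked up after its count was seen, lay on 3L at 18723279 to 18723700, 166 bp from the start of lncRNA:CR43985, and had a mock percentile of 50.0 ± 5.14 (n = 3). With DRE as the motif the odds ratio in the Cp190 knockdown was 0.122 (95% interval 0.0457 to 0.328, chi-square test, p = 6.19e-07). The depletion was thus not particular to Motif 1. Region width was not held here either, and lost regions were narrower than retained ones.

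Further genes fixed beforehand had a promoter peak in all 9 libraries, except Dop1R2, which had none in any. At RpLP1 (2L, 419952 to 420864), a Motif 1 promoter, the percentile was 89.1 ± 1.21 in mock, 77.8 ± 0.617 in the M1BP knockdown and 89.6 ± 0.317 in the Cp190 knockdown (n = 3 each). At yrt (3R, 13428867 to 13434984), also a Motif 1 promoter, it was 95.7 ± 0.204, 86.9 ± 1.51 and 93.1 ± 1.44. At Kul (3R, 29725830 to 29735360), a further Motif 1 promoter, it was 63.4 ± 2.87, 54.1 ± 2.12 and 57.8 ± 5.28. The Motif 1 promoter of su(Hw) (3R, 14304455 to 14308589) went the other way, with 74.5 ± 1.09 in mock and 86.9 ± 2.31 in the M1BP knockdown. RpL30 and CG18135 had no exact match to the element in the window, which does not exclude a variant of it. The study describes the RpL30 promoter as containing Motif 1. RpL30 (2L, 19008031 to 19009306) changed from 99.4 ± 0.160 to 96.2 ± 1.06 in the M1BP knockdown. CG18135 (3L, 18990026 to 18998283) changed from 66.7 ± 2.82 to 73.4 ± 1.53 there, with 77.5 ± 4.77 in the Cp190 knockdown. Peaks over CG18135 numbered 4 to 5 per mock library, 2 in each M1BP knockdown library and 2 to 3 per Cp190 knockdown library. At nkd (3L, 19003741 to 19045449) the percentile was 97.5 ± 0.762 in mock and 97.4 ± 0.836 in the M1BP knockdown, while peaks over the gene numbered 14 to 16 per mock library and 8 to 11 per M1BP knockdown library. At mod(mdg4) the SD between mock replicates was 32.8 percentile points, and no difference could be read. These single values were not tested.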

Values the study reported

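The study reported 21,355 accessible sites from ATAC-seq in mock-treated Kc cells and 17,585 in M1BP-depleted cells. For CP190-depleted cells it gave a total of 21,093 sites.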

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

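The tests of peaks outside the chromosome arms in this part were all chosen after the result was seen.

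Peaks outside the 6 chromosome arms 2L, 2R, 3L, 3R, 4 and X, on Y or on unplaced sequences, entered the totals above but had no comparison of their own. Mock libraries had a mean of 29 such peaks (21 to 36, n = 3). M1BP knockdown libraries had 58 (42 to 79, n = 3), although their lists were shorter, and Cp190 knockdown libraries had 43 (41 to 45, n = 3). Every library of both knockdowns lay above every mock library.

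Weak peaks near the authors' threshold did not account for these differences. With −log10 q of at least 10 the excess over mock was 28 peaks for M1BP and 11.7 for Cp190, and each knockdown library still lay above each mock library. At −log10 q of at least 20 the Cp190 difference was no longer clear, since its lowest library had 22 peaks and the highest mock library 24. For Cp190 a difference in background coverage did not account for the excess either, which was 12 after thinning to equal background coverage. For M1BP the excess after thinning was 29, but that says little, since thinning lowers the coverage of mock more and could not have been expected to remove an excess in the knockdown. The direction does not decide it either. Background coverage was lower than in mock, 32.3 against 40.6 fragments per base. The median number of fragments over a summit was 159 in both groups, but over different sets of peaks. The lists give no read totals, so for M1BP a difference in coverage stays open. Unplaced sequences are rich in repeats, and reads from copies of repeats, or a change in copy number between cultures, may have contributed. These were not tested here, so the explanation stays open alongside an effect of each knockdown. Kc167 is listed as a female line. Peaks on Y numbered 1 to 5 per library in mock, 3 to 4 in the M1BP knockdown and 6 to 7 in the Cp190 knockdown.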

How the results depend on the processing

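Thinning to equal background coverage, Motif 1 sought within 100 bp of the strongest mock summit, and promoters of 1000 bp to each side of the start for odds ratios were alternatives chosen after the data were seen. All others were fixed before the data were examined.

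Of 370 alternative values for 27 results, 324 kept their direction and their side of the threshold, or stayed within the limits set for counts. There were 27 that changed direction, 15 that moved, 3 that became significant and 1 that lost significance. The 324 include replicate blocks, whose values are the same by construction. They also include control motifs, for which the same direction does not speak for Motif 1. With 3 libraries per group no exact permutation test could pass 0.05, so for those results only the direction was at stake. All alternatives kept the direction for the number of peaks (−4131.5 to −324), covered length (−2.24 to −0.842 Mb), share of promoters (−3.24 to −0.703 percentage points), Motif 1 promoters (−18.0 to −1.22) and rank of Motif 1 promoter peaks (−9.76 to −0.942) in the M1BP knockdown. Within these ranges the values closest to 0 for the Motif 1 results are those of the DRE control.

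A −log10 q of at least 20 moved the regions lost in the M1BP knockdown to 846, those lost in both knockdowns to 39, and the merged sets to 10955 regions in mock, 10612 in the M1BP knockdown and 11337 in the Cp190 knockdown. Fewer peaks pass it, which shortens every list. The same number of peaks from each library gave 919 lost in the M1BP knockdown and 56 in both. Gained regions in the M1BP knockdown stayed between 743 and 1047, and the excess of lost over gained regions was not seen at −log10 q of at least 20. Equal numbers of peaks take away the difference in the length of the lists and do not bear on it.

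The odds ratio of Motif 1 in regions lost in the M1BP knockdown was reversed without strata (0.448), where strength and motif are mixed, and with DRE (0.349). Otherwise it stayed above 1, from 1.45 with the longer consensus to 5.32 near the summit. The reversed word gave 3.88, close to Motif 1, and changes of −8.72 at promoters and −7.27 in rank, so it was no independent control. In the Cp190 knockdown the reversed word gave 0, no longer significant, because few regions hold that word. The odds ratio of promoters in regions lost in the M1BP knockdown had no fixed side. It was 0.657 for windows of 100 bp, 0.283 without strata and 0.785 at −log10 q of at least 10, all significant, and 1.19 at 50% coverage, significant on the other side (chi-square test, p = 0.0058). It was 1.03 for promoters of 1000 bp to each side (chi-square test, p = 0.69) and 1.03 for windows around summits (p = 0.618). Leaving out 1 replicate gave 0.898 to 1.10. The cause was not tested, and region width was not held.

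Differences near 0 in the Cp190 knockdown changed sign. The number of peaks differed by 226 at −log10 q of at least 10 and 343 at 20, and by −538.5 to 352 with 1 replicate left out. The share of promoters differed by −0.399 with 1500 bp upstream, but by 0.993 at −log10 q of at least 20 and 0.311 with equal numbers of peaks, where every knockdown library lay above every mock library (exact permutation p = 0.1). The change at Motif 1 promoters was 0.661 with DRE, 0.182 with the longer consensus, 0.870 with the reversed word, 0.168 within 1000 bp, 0.198 and 0.303 at −log10 q of at least 10 and 20, 0.0512 with equal numbers of peaks, and −0.669 to 0.499 with 1 replicate left out. The rank changed by −0.353 with the longer consensus and by −0.118 to 0.405 with 1 replicate left out. For the changes at Motif 1 promoters and in rank the exact permutation p was 0.2 or more. With 1 replicate left out, gained regions numbered 386 to 552 and regions lost in both knockdowns 127 to 246, as fewer libraries had to meet the definition.

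As a replicate block, differences within the same replicate number gave the same means, such as −3602 peaks for M1BP, with a smallest possible p of 0.25 by exact sign flips. The numbers did not pair the samples: deviations from group means over 9033 regions correlated from −0.152 to 0.0589 for the same number and from −0.116 to 0.138 for different numbers.

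Background coverage limits the weak peaks most. It was lower in the M1BP knockdown libraries, and simulated unchanged sites gave 6.69% fewer peaks at that coverage, so a loss among the weakest peaks cannot be read peak by peak.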

Other observations

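The thinning test of the rank of Motif 1 promoter peaks and the count of splits for words in regions gained in the M1BP knockdown were chosen after the results were seen. The other thinning tests were chosen after the lists were seen. The remaining tests in this part were written down first.

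Coverage was weighed for the main patterns of the M1BP knockdown, whose libraries had the lowest background coverage. At equal background coverage its libraries differed from mock by −2897 peaks as a mean of 20 draws, and each lay below each mock library. There were 2.24 lost regions per gained region, and the rank of Motif 1 promoter peaks changed by −8.50 percentile points. Lower background coverage as the whole cause is argued against by the number of peaks and by the lost regions per gained region. The rank says little here, since thinning lowers all summits of a library alike and could hardly have changed their order. Background coverage is a stand-in, and what besides depth could lower it was not tested.

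GC content stays open for the loss and gain of regions in the M1BP knockdown. Regions lost there were richer in GC than retained ones by 3.79 percentage points at equal strength, and gained regions differed by −4.04 percentage points, the opposite sides that a difference in GC content between the libraries would give. Peak windows averaged 50.2% GC in mock, 47.3% in the M1BP knockdown and 50.4% in the Cp190 knockdown. The pattern is consistent with a technical GC difference, but exons are rich in GC, so a loss of exonic sites could give it too. The excess of exons in these lost regions had an odds ratio of 1.72 (95% interval 1.51 to 1.96) at equal strength and 1.17 (1.01 to 1.36) in strata that also held GC content. Most of that excess thus went with GC content, and what was left was barely above 1. In the Cp190 knockdown lost and gained regions lay on the same side, at −4.72 and −4.19 percentage points, which a shift in GC between libraries would not give.

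The Motif 1 results did not follow GC content. With other promoter peaks matched on GC, the rank of Motif 1 promoter peaks in the M1BP knockdown changed by −7.36 percentile points, and the odds ratio of Motif 1 in lost regions was 3.72 (95% interval 2.51 to 5.52). Of all words of 8 bases, the one most enriched in regions lost there was AGTGTGAC, in 43 of 2170 lost and 390 of 9774 retained regions. Its odds ratio was 4.55 at equal strength (exact Poisson test, Bonferroni-corrected p = 0.000918 over 28570 words) and 5.59 with GC held. All 8 of its bases lie within Motif 1 on the other strand. They also lie within the reversed control word, so this search does not separate the pair. The search knew nothing of Motif 1, so loss of sites that carry Motif 1 is a candidate explanation for part of the lost regions. It covers few of them: only 2.03% held the element.

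Regions gained in the M1BP knockdown favoured other words. ATGATTCA occurred in 32 of 814 gained and 99 of 9774 retained regions (odds ratio 5.71, exact Poisson test, Bonferroni-corrected p = 2.09e-05 over 10961 words). The odds ratio was 4.99 with GC held. ATGAATCA and ATGAGTCA, with odds ratios of 5.04 and 4.39, share its pattern TGANTCA, which resembles the site of AP-1 factors. Other words that passed do not contain it: ATTAGTCA (32 of 814, odds ratio 5.28, exact Poisson test, corrected p = 8.13e-05) and AATTTCAT (odds ratio 3.37, corrected p = 0.0029). Activity of such factors was not tested here. The words cover a small part of the gained regions.

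The Cp190 knockdown gave the sharpest pattern. The word AAGTATGC, the complement of the Su(Hw) word GCATACTT listed before the search, occurred in 152 of 603 lost regions (25.2%) and in 142 of 12698 retained regions (1.12%). The odds ratio was 36.7 (95% interval 27.9 to 48.2) at equal strength and 32.2 (24.0 to 43.2) with GC held. All 8 bases are shared with the listed word. The listed CTCF word AGATGGCG was enriched too, in 32 lost regions (odds ratio 5.62, exact Poisson test, corrected p = 6.32e-11 over 5 words). Motif 1, DRE and promoters were depleted, and for promoters the odds ratio with GC held was 0.371. Loss of accessibility at sites bound by Su(Hw), a partner of Cp190 in insulators, is a hypothesis that these values fit, although binding was not measured here and none of the 3 strongest lost regions carried the word near its summit. In regions lost in the M1BP knockdown the Su(Hw) word was depleted instead (20 of 2170, odds ratio 0.259, exact Poisson test, corrected p = 5.9e-05). Whether the odds ratios of the knockdowns differ was not tested. The depletion was not examined with GC held, and regions lost in the M1BP knockdown were richer in GC than retained ones.

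Splits of the libraries bear on all of these counts, but 3 libraries against 3 make 10 splits, so the share can never be under 0.1 and decides nothing by itself. For regions lost and for regions gained, 1 of the 10 splits, the study's own, gave as many in each knockdown. The counts themselves lay far outside those of the other splits, which reached at most 109 regions against 814 gained and 2170 lost for M1BP, and at most 127 against 286 and 603 for Cp190. For promoters in regions lost in the Cp190 knockdown it was also 1 of 10. For the most enriched word of lost regions in each knockdown and of gained regions in the M1BP knockdown, 1 of 10 splits reached its chi-square of 60.9, 1500 and 68.5 in turn, but that test is void, since the other splits had too few regions to test more than 10 words for M1BP and 23 for Cp190. For Motif 1 in lost regions of either knockdown and for promoters in regions lost in the M1BP knockdown, 10 of 10 splits gave an odds ratio as far from 1. The test is void for Motif 1 too, since in 17 of 18 directions of the other splits no region held the element and the odds ratio was 0.

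A single unplaced sequence had 3 to 6 peaks in each mock library and 6 to 9 in each Cp190 knockdown library, but 0 in every M1BP knockdown library. It was picked after its values were seen, and no explanation was tested.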
